A study of Homo sapiens with 26 samples. Its data were reported in "Stop codon context influences genome-wide stimulation of termination codon readthrough by aminoglycosides" (2020).

How the data were processed

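HEK293T cells, a human embryonic kidney line that carries the SV40 large T antigen, were left untreated or given an aminoglycoside (AG), an antibiotic that binds the decoding center of the ribosome and lowers the accuracy of tRNA selection. Ribosome profiling, which sequences the mRNA fragments protected by ribosomes (ribosome protected fragments, RPFs), was done for 9 treatments with 2 biological replicates each, giving 18 libraries. RNA-seq was done on 8 lysates from 4 of these treatments (untreated cells and the 3 G418 treatments), again with 2 replicates each. The groups, concentrations, durations and replicate letters (A and B) were taken from the labels. The labels name no sequencing batch or date.

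For the RPF libraries, the authors collapsed reads that shared a sequence and a unique molecular identifier, trimmed adapters, removed reads on noncoding RNA with STAR and aligned the remainder to hg38 with STAR guided by GENCODE. Reads with several matches were kept at their primary alignment. Genes with near-identical copies, among them the replication-dependent histone genes and HSPA1A with HSPA1B, can therefore exchange reads, and their values are uncertain. The authors kept a single transcript per gene, the one with the most 3′ stop codon, and placed each read at the ribosomal A site. The RNA-seq libraries were made from total RNA by a stranded protocol without poly(A) selection, and the authors aligned them to the same transcripts. Cells received no cycloheximide before lysis.

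The deposited RPF files give 4 kinds of value per transcript, and the RNA-seq files used here give 1. The deposited RPM values are read counts that the authors scaled to the total number of reads they assigned to valid transcripts in the library. All low RPM values tested (100% in each library) were whole multiples of the value of 1 read, so the reads behind each RPM were recovered. The deposited RPKM values are the authors' RPM per 1000 nt of the region. The deposited ratio used throughout is the ribosome readthrough score (RRTS), which the authors computed as the RPKM between the normal termination codon (NTC) and the first in-frame 3′UTR termination codon (3′TC), without the first 6 nt of the 3′UTR, over the RPKM of the coding sequence (CDS), of which they left out the ends next to the start and stop codons. RRTS recomputed from the density columns differed from the deposited ratio by at most 1.07e-14. The deposited raw count columns hold whole reads per region. In 8 of the 18 RPF libraries, 97.0% to 100% of the nonzero counts were 1 lower than the reads recovered from RPM, and in the other 10 libraries at most 1.09% were. RRTS and RPM do not carry this difference. Count tests were run on the deposited counts and repeated on the recovered reads.

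Each RPF file lists transcripts with a CDS density of at least 1 RPKM. The lowest density listed was 1.00 RPKM in every library to within 0.01 RPKM. A transcript that a file does not list was taken as 0 in that library, and tests that replaced these entries by 1 RPKM were added. In all, 10203 transcripts were listed in at least 1 RPF file and 7914 in all 18, with 8880 to 9176 per file. The RNA-seq files listed 15625 transcripts, with 13952 to 14326 per file, and 10160 transcripts were shared by both assays. Between 33 and 37 transcripts per RPF file had a 5′UTR length below 0, and 5′UTR values were used only for a control described with the additional observations.

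Depth was 1126752 to 2975856 mapped reads per RPF library, of which 614853 to 1706228 fell in the listed CDSs. It was 14110987 to 23239081 mapped reads per RNA-seq library, of which 5683015 to 9609152 fell in CDSs. Readthrough reads were far fewer. In the transcripts analysed for RRTS the untreated libraries held 432 and 548 of them, against 10754 and 13457 after 24 h of G418 at 500 µg/mL. Where a region had no read, 3 reads were used as the smallest detectable number. Such floors cover counting error only.

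RRTS was analysed for 3587 transcripts with a mean of at least 64 raw CDS reads over the 18 RPF libraries. None of these was missing from any library. The mean RRTS of each library was compared over the 9 treatments by a permutation test of the one-way F statistic with 100000 label permutations (seed 20200). A contrast of 2 libraries with 2 cannot give a two-sided exact p below 0.333, so single treatments are given as ratios of means with each library's value. Stop codons were compared across transcripts by two-sided permutation tests of the Mann-Whitney U statistic with 100000 permutations and Benjamini-Hochberg adjustment over 12 tests. A C after the stop codon (the +4 position) was compared with A, G and U by one-sided tests of the same kind, adjusted over 36 tests. These tests treat transcripts as units, and transcripts within a library are not independent replicates.

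CDS RPF counts were tested with edgeR's quasi-likelihood test (TMM normalization, filterByExpr, all 18 libraries in a fit without a block), which left 8111 genes. CDS RNA was tested with limma-trend on log2(RPM + 1) for 10973 genes with a mean of at least 1 RPM. Ribosome occupancy (RO) is the ratio of RPF to RNA for a gene. It was tested with limma-trend as an interaction of assay and treatment on log2(RPM + 1) over the 16 libraries of the 4 treatments with both assays, for 6473 genes with a mean of at least 10 RPM in RPF and 1 RPM in RNA. Changes on the log2(RPM + 1) scale understate the changes of low genes. Genes with a Benjamini-Hochberg adjusted p below 0.05 are called changed. The authors used DESeq2 and Xtail for these questions. DESeq2 was run as an alternative and Xtail was not used here.

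Gene lists were fixed before the data were examined. They were the histone genes (symbols starting with HIST1H, HIST2H, HIST3H or HIST4H), 25 selenoprotein genes (the GPX, DIO, TXNRD and SELENO families with MSRB1 and SEPHS2) and 28 chaperones and foldases of the endoplasmic reticulum (among them HSPA5, HSP90B1, CALR, CANX, DNAJB9 and PDIA4). The 3 lists were tested in 3 measures and 3 G418 contrasts with limma's camera at an inter-gene correlation of 0.01, with adjustment over the 27 tests. At this fixed setting camera treats the genes of a list as nearly independent. Its p values are too small if the genes vary together, and they do not measure the spread between libraries.

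The rule for named genes was also fixed beforehand. AMD1 and ATF4 are named because the study discusses them. For each G418 contrast and measure, up to 2 genes with the largest rise and 2 with the largest fall are named, among genes with an adjusted p below 0.05, a mean of at least 10 RPM in RPF and a change in the same direction in all 4 pairs of treated and untreated libraries. For RRTS, the 3 transcripts with the highest mean after 24 h of G418 at 500 µg/mL are named, among those with at least 10 readthrough reads in each library of that treatment.

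The groups share the replicate letters A and B in the labels, so the tests of treatments against untreated cells in edgeR, limma and camera on the gene lists were repeated with the letter as a block. The same was done, after the data were seen, for 24 h against 10 min, for amikacin against 4 other AGs and for the RNA of readthrough transcripts. The ribosomal protein list and the tests across transcripts had no block. Same-letter libraries deviated together very little in RPF: the correlation of their deviations from the group means averaged 0.014 over all pairs of groups. In the comparison of all 9 treatments, labels were also permuted only within letters (the replicate block), which leaves F at 1169 by construction and can change only its p. The other alternatives fixed beforehand were other minimum read numbers (16 and 128), a mean trimmed of the highest 5% of transcripts, a ratio of summed reads, only transcripts with a readthrough read, DESeq2 and its size factors, fits of only the groups compared, no filter on low values, a pseudocount of 0.1, centring of each library on its median, edgeR on recovered reads for RNA and RO, log2(RPF/RNA) per lysate, and leaving out each replicate. Leaving out a replicate leaves a group with 1 library, so no test was made then, and numbers of changed genes were not recomputed. Alternatives added after the data were seen were the recovered RPF reads, only transcripts listed in all 18 libraries, missing entries at 1 RPKM, and DESeq2 without independent filtering.

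Coordinates, exons and sequences come from GENCODE release 44 on hg38, which is later than the annotation the authors used. Of 15668 transcripts, 15246 (97.3%) were found there by identifier and 11679 (74.5%) had the same version. The stop codon and the base after it were the same as in the deposited files for 15186 of the 15246 (99.6%), and the distance to the 3′TC was the same for all 7462 transcripts of the same version that could be compared. Coordinates are 1-based and are given only where the version matched.

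All procedures were tested on simulated data first. With 200 genes changed 2-fold, edgeR called 94.5% of them among 8034 genes, with 6.90% false calls. DESeq2 called 91.0% of them, limma on RNA called 92.0% among 10973 genes, and limma on RO called 58.0% among 6473 genes with 7.94% false calls. For edgeR and DESeq2 the changed genes were drawn only from those with a mean of at least 64 raw CDS reads. Detection of genes with fewer reads was therefore not measured. In camera, 4% of 100 random lists of 20 genes had a p below 0.05, and 74% did after a log2 shift of 0.2. The simulated genes varied independently, so lists of genes that vary together or share reads were not covered. The rank test gave a p below 0.05 in 5.6% of 500 null samples and the F test in 5% of 200. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.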

Results

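To ask how aminoglycosides (AGs) alter termination across the transcriptome, ribosome protected fragments (RPFs) were sequenced from untreated HEK293T cells and from cells given G418 (500 or 2000 µg/mL for 24 h, or 500 µg/mL for 10 min), gentamicin (500 µg/mL), paromomycin (3000 µg/mL), neomycin (2000 µg/mL), tobramycin (1000 µg/mL) or amikacin (2000 µg/mL), each of the last 5 for 24 h. Every treatment had 2 biological replicates, giving 18 RPF libraries with 1126752 to 2975856 mapped reads each. For untreated cells and the 3 G418 treatments, 8 RNA-seq libraries with 14110987 to 23239081 mapped reads were also available. Over the 3587 transcripts used for readthrough, log-transformed coding sequence (CDS) densities of replicate RPF libraries correlated across transcripts with Pearson's r between 0.976 and 0.989. Over 10973 genes, RNA-seq replicates correlated with r between 0.992 and 0.997. Genes are not independent replicates, so these coefficients describe the libraries only.

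The ribosome readthrough score (RRTS) compares ribosome density between the normal termination codon (NTC) and the first in-frame 3′UTR termination codon (3′TC) with that of the CDS, and was used to ask which AGs stimulate stop codon readthrough. In untreated cells mean RRTS was 0.0207 ± 0.000666 (SD, n = 2), which is 2.07% of CDS density, and 10.2% of transcripts had a score above 0. Mean RRTS differed among the 9 treatments (F = 1169, p = 1e-05 by a permutation test, the smallest p that the permutations can give). The same permutation test with labels permuted only within replicate letters (the replicate block) gave p = 5e-05 for F = 1169. Leaving out replicate B of G418 at 500 µg/mL for 24 h moved F most, to 2116, with no test. Among the alternatives with a test, a lower minimum of 16 CDS reads per transcript moved it most, to F = 507.

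G418 had the highest scores. After 24 h at 500 µg/mL, mean RRTS was 0.221 ± 0.0103 (SD, n = 2), 10.7 times that of untreated cells, and it ranged from 10.1 to 11.3 times over the 4 pairs of treated and untreated libraries. At 2000 µg/mL it was 0.339 ± 0.00843 (SD, n = 2), a ratio of 16.4 with the lowest library pair at 15.7. The higher concentration gave 1.53 times the score of the lower one, with library pairs from 1.46 to 1.61. After only 10 min at 500 µg/mL, mean RRTS was 0.225 ± 0.00207 (SD, n = 2), and its ratio to the 24 h value, 1.02, spanned 1 over the library pairs (0.978 to 1.06). The share of transcripts with a score above 0 was 64.7% at 500 µg/mL, 76.3% at 2000 µg/mL and 62.2% after 10 min.

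Paromomycin followed with a mean RRTS of 0.106 ± 0.00203 (SD, n = 2), 5.13 times the untreated score. Gentamicin reached 0.0606 ± 0.00177 (SD, n = 2), a ratio of 2.93, and neomycin 0.0585 ± 0.00229 (SD, n = 2), a ratio of 2.82. The differences were smaller for tobramycin and amikacin. Mean RRTS was 0.0268 and 0.0293 in the tobramycin libraries and 0.0240 and 0.0262 in the amikacin libraries, each above both untreated libraries (0.0212 and 0.0202). Their ratios were 1.35 with library pairs from 1.26 to 1.45, and 1.21 with library pairs from 1.13 to 1.29. All 8 treatments thus exceeded both untreated libraries at this minimum of CDS reads, but at both the lower and the higher minimum 1 amikacin library was below the higher untreated one. Also, for a single treatment the design cannot give a two-sided exact p below 0.333. The ratios depend strongly on how transcripts are summarized. Leaving out the highest 5% of transcripts in each library raised the ratio of G418 at 500 µg/mL from 10.7 to 92.5. Only 9.37% and 11.1% of transcripts scored above 0 in untreated libraries A and B. Trimming left means of 0.00152 and 0.00204 there, so the trimmed ratio rests on few nonzero untreated scores. In the untreated group, the highest 5% of transcripts held 79.3% of the summed score.

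**Figure D1:**
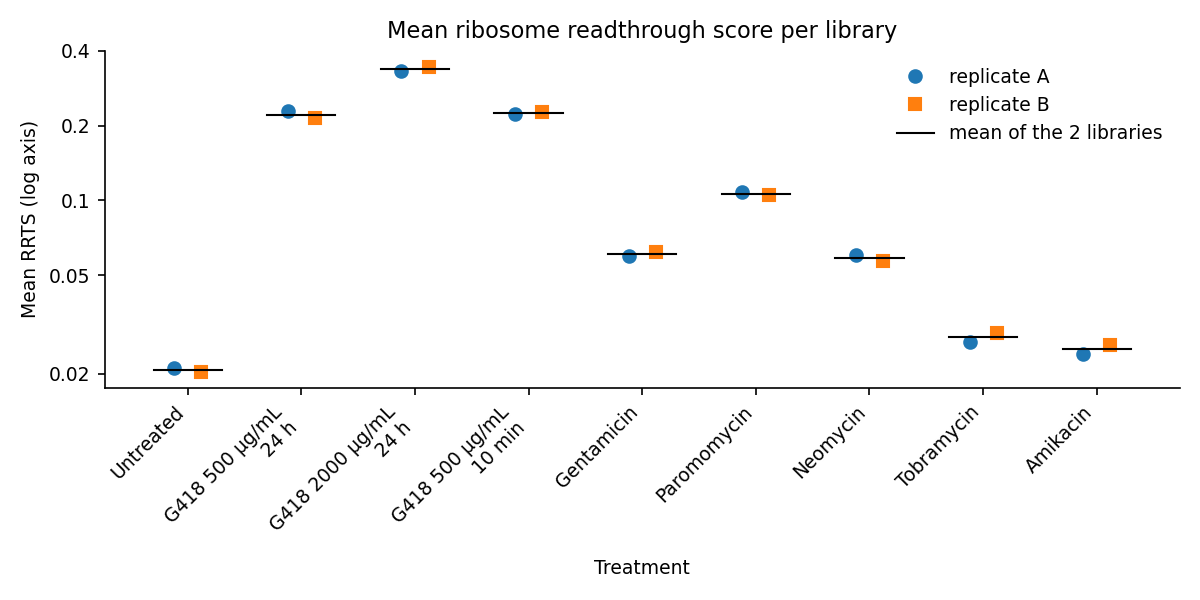
Mean RRTS (log axis, no unit) of each RPF library by treatment, with circles for replicate A, squares for replicate B and a line at the mean of the 2 libraries, over 3587 transcripts. The untreated libraries sit at 0.0212 and 0.0202, below every treated library, and the G418 groups have means from 0.221 to 0.339.

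Replicates agreed less well in the scores of single transcripts than in their means. Among transcripts above 0 in both replicates, log-transformed RRTS correlated with r = 0.698 after 24 h of G418 at 500 µg/mL (1849 transcripts), 0.642 at 2000 µg/mL (2380 transcripts) and 0.728 after 10 min (1758 transcripts). In untreated cells r was 0.908, but only 124 transcripts entered.

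The transcripts with the highest RRTS after 24 h of G418 at 500 µg/mL, among 210 with enough readthrough reads, all carried UGA followed by C. For XRCC6 (ENST00000405878.5; hg38 chromosome 22, 41621461 to 41664039, plus strand, 13 exons, CDS from 41622005 to 41663812), the sequence around the NTC is TTCCAGGACTGACCAGAGGCCGCG and the counted 3′UTR region spans 81 nt. Its RRTS rose from 0.0414 ± 0.00561 (SD, n = 2), based on 2 reads in each untreated library, to 1.07 ± 0.164 (SD, n = 2), based on 72 and 83 reads. It was 1.16 at 2000 µg/mL and 1.22 after 10 min. For MZT1 (ENST00000377818.4; chromosome 13, 72708367 to 72727629, minus strand, 3 exons; ATGACAAGCTGACTTTCTGGAGAA; 45 nt), RRTS was 0.0583 from 1 read in each untreated library and 0.968 ± 0.269 (SD, n = 2) after G418. For PPDPF (ENST00000370179.8; chromosome 20, 63520765 to 63522206, plus strand, 4 exons; CCCCCGTCCTGACCTGAGCGGTTA; 36 nt), no readthrough read was seen in untreated cells, where the depth could show scores of at least 0.321 and 0.277, and RRTS was 0.951 ± 0.301 (SD, n = 2) after G418. Each of these scores rests on a region of 81 nt or less. The counted lengths include the 3′TC codon, where the study reported an enrichment of ribosomes after G418 that may add to the scores.

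Whether readthrough depends on the identity of the stop codon was addressed with 1712 transcripts ending in UGA, 1096 in UAA and 779 in UAG. After 24 h of G418 at 500 µg/mL, mean RRTS was 0.278 at UGA, 0.186 at UAG and 0.156 at UAA. UGA exceeded UAA by 0.122 and UAG by 0.0923 (both adjusted p = 1.7e-05, the smallest the permutations can give after adjustment), and UAG exceeded UAA by 0.0294 (adjusted p = 0.00016, permutation test). With a higher minimum of CDS reads the UAG to UAA difference was 0.0108 and no longer passed (adjusted p = 0.056), which was the only call among the G418 stop codon comparisons to change under the alternatives tried. The order was the same at 2000 µg/mL, with means of 0.395, 0.301 and 0.278 and differences of 0.117 and 0.0945 (both adjusted p = 1.7e-05) and 0.0223 (adjusted p = 1e-04). It was also the same after 10 min, with means of 0.288, 0.185 and 0.154 and differences of 0.135, 0.103 and 0.0316, all with an adjusted p of 1.7e-05 by permutation.

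In untreated cells none of the 3 differences between stop codons passed at the minimum of 64 CDS reads. Mean RRTS was 0.0245 ± 0.00972 (SD, n = 2) at UAA, 0.0210 ± 0.00809 (SD, n = 2) at UGA and 0.0148 ± 0.00103 (SD, n = 2) at UAG. UGA differed from UAA by -0.00355 (adjusted p = 0.45), UGA from UAG by 0.00612 (adjusted p = 0.17) and UAG from UAA by -0.00967 (adjusted p = 0.48), all by permutation test. The sign of the UGA to UAA difference in means changed with the minimum number of reads (0.00849 at the lower alternative minimum and 0.00229 at the higher). The difference of UGA from UAG passed at both of these minimums (0.0127, adjusted p = 0.030, and 0.00623, adjusted p = 0.023, by permutation). Relative to untreated cells, G418 at 500 µg/mL for 24 h raised mean RRTS 13.3-fold at UGA, 12.5-fold at UAG and 6.38-fold at UAA. In untreated libraries A and B the means were 0.0267 and 0.0152 at UGA and 0.0141 and 0.0156 at UAG. At UAA they were 0.0176 and 0.0314. The folds, and the order of UGA and UAG, therefore depend on the untreated library.

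A C in the +4 position was compared with each other nucleotide at each stop codon, which gives 9 one-sided comparisons per treatment. C was associated with higher RRTS in all 9 after 24 h of G418 at 500 µg/mL (adjusted p from 2.6e-05 to 0.022 by permutation) and in all 9 at 2000 µg/mL (adjusted p from 2.6e-05 to 0.0075). After 10 min it passed in 8 of 9. The exception was UGAC against UGAU, which differed by 0.0655 (adjusted p = 0.055). With a minimum of 16 CDS reads it differed by 0.0852 and passed (adjusted p = 0.00089 by permutation), giving 9 of 9. In untreated cells 3 of 9 passed, all at UGA, with differences of 0.00752 from A, 0.0144 from G and 0.0109 from U (adjusted p = 0.023, 3e-04 and 0.0031). Restricting the untreated comparison to transcripts with a readthrough read left 1 of 9. UGAC had the highest mean of the 12 contexts in each G418 treatment, at 0.385 ± 0.00680 (SD, n = 2; 329 transcripts), 0.500 and 0.411. UAAG had the lowest, at 0.101 and 0.105 after 24 h and 10 min at 500 µg/mL, and was also lowest at 2000 µg/mL.

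**Figure D2:**
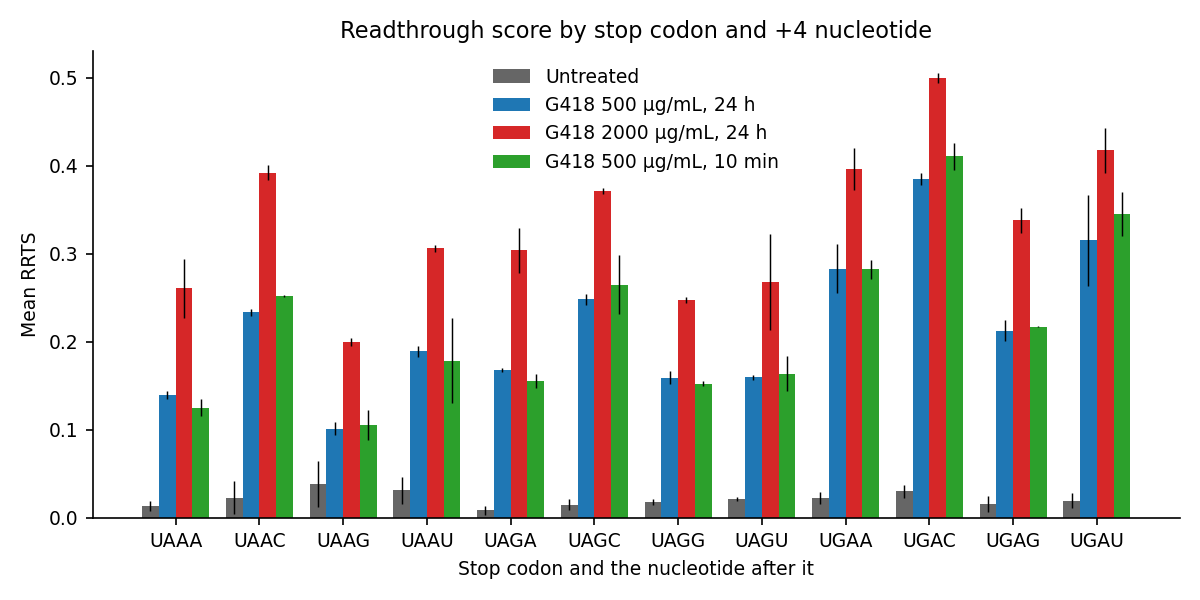
Mean RRTS (no unit) by stop codon and the nucleotide after it, with bars for the mean of the 2 libraries of each treatment and error bars of 1 SD between libraries. UGAC is highest in each G418 treatment (0.385, 0.500 and 0.411) and the untreated bars stay at or below 0.0383.

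RPF counts in CDSs were then compared with untreated cells to ask which genes change. Of 8111 genes tested with edgeR's quasi-likelihood test, G418 at 500 µg/mL for 24 h changed 135 (53 higher, 82 lower), G418 at 2000 µg/mL changed 422 (164 higher, 258 lower) and 10 min of G418 changed 39 (14 higher, 25 lower). With the replicate letter as a block the numbers were 138, 426 and 41, of which 134, 411 and 39 were also called without it. Same-letter RPF libraries deviated together with correlations from -0.017 to 0.026 in the 8 contrasts with untreated cells. Fits of only the 2 groups compared called 211 genes at 500 µg/mL (132 shared), 581 at 2000 µg/mL (416 shared) and 102 after 10 min (37 shared), whereas DESeq2 called 79 (58 shared), 206 (203 shared) and 26 (19 shared). Between G418 treatments, 114 of the 135 genes were also called in the same direction at 2000 µg/mL, 31 of the 39 genes called at 10 min were also called at 2000 µg/mL for 24 h, and no gene was called in opposite directions. Amikacin changed 68 genes (17 higher, 51 lower), neomycin 30, paromomycin 23 and tobramycin 4. Gentamicin changed 0 genes, with 425 at an unadjusted p below 0.05. The block changed only the count for neomycin among these, to 32.

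Among RPF changes after 24 h at 500 µg/mL, the largest rises were those of RAB31 (ENST00000578921.6; chromosome 18, 9708301 to 9862551, plus strand, 7 exons), with a log2 change of 2.02 (SE 0.53, adjusted p = 0.035, edgeR), and C6orf136 (ENST00000376473.9; chromosome 6, 30647073 to 30653210, plus strand, 6 exons), at 1.89 (SE 0.46, adjusted p = 0.021). Both start from few reads. RAB31 had 4 reads in each untreated library, or 3.23 ± 0.448 RPM (SD, n = 2), and 12.7 ± 0.312 RPM (SD, n = 2) after G418. The 3′UTR of another isoform covers 11.7% of the C6orf136 CDS. The largest falls were those of NNT (ENST00000344920.9; chromosome 5, 43603180 to 43707396, plus strand, 22 exons), at -0.997 (SE 0.15, adjusted p = 0.00015), and NDUFA1 (ENST00000371437.5; chromosome X, 119871832 to 119876662, plus strand, 3 exons), at -0.79 (SE 0.10, adjusted p = 5.5e-06). NDUFA1 was also among the largest falls at 2000 µg/mL (-0.99, adjusted p = 7.7e-09) and after 10 min (-0.89, adjusted p = 1.3e-06). Its RPFs went from 221 ± 15.7 RPM (SD, n = 2) to 138 ± 0.196 (SD, n = 2), 115 ± 2.59 (SD, n = 2) and 118 ± 0.240 RPM (SD, n = 2) in these 3 treatments.

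At 2000 µg/mL the largest rises were RAB31 (2.26, SE 0.50, adjusted p = 0.0032, edgeR) and ZDHHC3 (ENST00000424952.7; chromosome 3, 44915261 to 44976174, minus strand, 7 exons; 2.11, SE 0.44, adjusted p = 0.0018), and ACTA1 (chromosome 1, 229431245 to 229434094, minus strand, 7 exons) had the largest fall (-1.06, SE 0.19, adjusted p = 0.00045). ACTA1 had only 3 and 5 RNA reads in the untreated libraries against 57 and 83 RPF reads, and reads shared with other actin genes make its values uncertain. ZDHHC3 also rose after 10 min (2.16, SE 0.45, adjusted p = 0.011), from 4 and 6 reads in the untreated libraries, and its mRNA has 1 upstream open reading frame that a single stop codon separates from the CDS. SH3BGRL3 (chromosome 1, 26280086 to 26281522, plus strand, 3 exons) rose by 1.09 (SE 0.26, adjusted p = 0.032), and the 3′UTR of another isoform covers 22.6% of its CDS. The largest fall after 10 min, -8.07 for FAT4 (SE 1.90, adjusted p = 0.033), rests on entries below the listing limit of 1 RPKM in both treated libraries. With those entries at 1 RPKM the change was -0.18 (adjusted p = 0.90), so a fall of FAT4 was not detectable.

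RNA levels changed in fewer genes. Of 10973 genes tested with limma-trend, 0 were called after 24 h at 500 µg/mL (282 at an unadjusted p below 0.05), 17 at 2000 µg/mL (15 higher, 2 lower) and 1 after 10 min. With the replicate letter as a block the numbers were 0 (314 at an unadjusted p below 0.05), 27 and 1, and all 17 genes were among the 27. Same-letter RNA-seq libraries deviated together with correlations of -0.086, -0.053 and 0.31 in the 3 contrasts. Without a filter on low values, the alternative that moved the count at 2000 µg/mL most, 1 gene was called there. The largest rises at 2000 µg/mL were HSPA1A, at 1.04 (SE 0.11, adjusted p = 0.0014, limma), and HSPA1B (chromosome 6, 31827738 to 31830254, plus strand, 1 exon), at 0.99 (SE 0.09, adjusted p = 0.00036). HSPA1A went from 223 ± 33.7 RPM (SD, n = 2) to 456 ± 46.2 RPM (SD, n = 2). These genes are near-identical copies that can exchange reads, so the split between them is uncertain. The 2 falls were AMD1, at -0.56 (SE 0.07, adjusted p = 0.0037), and PFN1, at -0.53 (SE 0.06, adjusted p = 0.0037). After 10 min the only call was ALDH18A1 (chromosome 10, 95605941 to 95656711, minus strand, 18 exons), at -0.47 (SE 0.06, adjusted p = 0.030).

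Ribosome occupancy (RO, RPF over RNA) was used to separate changes in translation from changes in mRNA. Of 6473 genes tested, RO changed in 117 after 24 h at 500 µg/mL (101 higher, 16 lower), in 285 at 2000 µg/mL (161 higher, 124 lower) and in 31 after 10 min (17 higher, 14 lower). With the replicate letter as a block the numbers were 123, 306 and 42, of which 110, 278 and 31 were also called without it. RPF and RNA libraries of the same lysate deviated together with correlations from -0.0018 to 0.034. Matching RPF and RNA libraries by lysate, the alternative that moved these numbers most, left 5, 12 and 3 genes. The balance of higher and lower calls depended on scaling. The median RO change of all genes at 500 µg/mL was 0.08 in RPM and -0.03 when each library was centred on its median. Centring gave 61 higher and 60 lower of 121 genes at 500 µg/mL (50.4% higher against 86.3% without it), 41.7% higher against 56.5% at 2000 µg/mL, and 39.7% higher against 54.8% after 10 min. With edgeR on recovered reads these shares were 52.2%, 43.0% and 21.1%.

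The largest RO rises after 24 h at 500 µg/mL were C6orf136 (1.71, SE 0.36, adjusted p = 0.013, limma) and ZDHHC3 (1.67, SE 0.23, adjusted p = 0.00032), and the largest falls were NDUFA1 (-0.75, SE 0.12, adjusted p = 0.0017) and NNT (-0.69, SE 0.16, adjusted p = 0.024). At 2000 µg/mL, ZDHHC3 (1.88, adjusted p = 6.3e-05) and RAB31 (1.66, adjusted p = 0.0013) rose most, and PRMT6 (-1.22, SE 0.29, adjusted p = 0.017) and NDUFA1 (-1.09, adjusted p = 1.6e-05) fell most. After 10 min ZDHHC3 (1.84, adjusted p = 0.00012) and RAB31 (1.61, adjusted p = 0.0070) rose most. NDUFA1 fell (-1.14, adjusted p = 1.2e-05), while the larger fall of FAT4 (-4.10) became -0.11 (adjusted p = 0.91) with its missing entries at 1 RPKM. NDUFA1 RNA was 58.8 RPM in untreated cells and 62.1, 66.0 and 69.5 RPM in the 3 treatments.

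AMD1 encodes S-adenosylmethionine decarboxylase, and its mRNA (ENST00000368885.8; chromosome 6, 110874785 to 110895713, plus strand, 9 exons, CDS from 110875106 to 110893613) has an upstream open reading frame in its 5′UTR. RPFs on the AMD1 CDS rose from 36.3 ± 2.33 RPM (SD, n = 2) to 68.3 ± 4.14 (SD, n = 2) after 24 h at 500 µg/mL, 71.0 ± 3.29 (SD, n = 2) at 2000 µg/mL and 68.2 ± 1.45 RPM (SD, n = 2) after 10 min. The log2 changes were 0.81 (SE 0.17, adjusted p = 0.0058, edgeR), 0.94 (adjusted p = 0.00016) and 0.95 (adjusted p = 0.0024). AMD1 RNA changed by -0.21 (adjusted p = 1, limma), -0.56 (adjusted p = 0.0037) and -0.07 (adjusted p = 0.84). AMD1 RO rose by 1.11 (SE 0.12, adjusted p = 4.5e-05), 1.51 (adjusted p = 2.7e-07) and 0.96 (adjusted p = 0.00018). Some of these calls depend on the processing. Over the alternatives, the highest adjusted p for AMD1 RPF was 0.15, 0.019 and 0.089 in the 3 treatments (edgeR or DESeq2). For AMD1 RO it was 0.082, 0.027 and 0.2 (limma or edgeR). RRTS at the AMD1 UGAU stop codon (CAGCAGAGTTGATTAAGAAAAATG, 378 nt counted) was 0.140 ± 0.0117 (SD, n = 2) in untreated cells from 2 and 3 reads, and 0.586 ± 0.0130 (SD, n = 2), 0.772 ± 0.157 (SD, n = 2) and 0.571 ± 0.102 (SD, n = 2) in the 3 treatments. The counted length includes the 3′TC codon. There the study reported a peak of stalled ribosomes on AMD1 that G418 raised, so these scores may include stalling. In release 44, another AMD1 transcript has an annotated CDS over 100% of this region.

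ATF4, a transcription factor of the stress response (ENST00000404241.6; chromosome 22, 39519695 to 39522683, plus strand, 4 exons, CDS from 39521446 to 39522599), differed between the time points. RPFs went from 43.2 ± 11.7 RPM (SD, n = 2) to 101 ± 7.87 RPM (SD, n = 2) after 24 h at 500 µg/mL, a log2 change of 1.16 (SE 0.18, adjusted p = 0.00015, edgeR). The change was 1.15 (adjusted p = 3.4e-05) at 2000 µg/mL and -0.10 (SE 0.22, adjusted p = 0.94) after 10 min. RNA changes were 0.00156 (adjusted p = 1, limma), -0.08 (adjusted p = 0.69) and 0.04 (adjusted p = 0.90), and RO changes were 1.22 (SE 0.16, adjusted p = 0.00017), 1.24 (adjusted p = 0.00011) and -0.18 (adjusted p = 0.70). The RO change at 500 µg/mL was larger after 24 h than after 10 min by 1.40 (adjusted p = 5.5e-08, limma). Over the alternatives, the highest adjusted p for ATF4 RO at 24 h was 0.11 at 500 µg/mL and 0.085 at 2000 µg/mL (limma or edgeR). For ATF4 RPF at 24 h it was 0.0028 and 0.0011 (edgeR or DESeq2). At most 5 readthrough reads were seen per library on ATF4, and the 3′UTR of another isoform covers 17.2% of its CDS.

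The replication-dependent histone genes end in a conserved hairpin in place of a poly(A) tail, and the study asked how G418 affects them. The RO of 23 histone genes fell by a median of 0.19 on the log2 scale after 24 h at 500 µg/mL (adjusted p = 6.3e-11, camera, lower in 23 of 23 genes), by 0.52 at 2000 µg/mL (adjusted p = 2.5e-24, lower in 22) and by 0.43 after 10 min (adjusted p = 1.9e-24, lower in 23). The medians of the 4 library pairs lay between -0.34 and -0.07, between -0.67 and -0.36, and between -0.55 and -0.30. The camera p values do not measure this spread, and histone genes may vary together more than camera was set to allow. With the replicate letter as a block the adjusted p was 4.3e-11, 4.1e-24 and 7.7e-25 for the same medians of -0.19, -0.52 and -0.43. Centring each library moved the medians to -0.31, -0.58 and -0.46. RNA of 29 histone genes rose by medians of 0.10 (adjusted p = 0.00017, higher in 21 of 29), 0.22 (adjusted p = 1.5e-10, higher in 25) and 0.20 (adjusted p = 2.5e-24, higher in 27). At 500 µg/mL for 24 h the library pairs of the RNA median ranged from -0.01 to 0.19 and so included a fall. They ranged from 0.12 to 0.40 at 2000 µg/mL and from 0.06 to 0.34 after 10 min. Single genes passed less often. Among all genes tested, 0, 17 and 2 histone genes were called lower in RO, and with adjustment within the list 0, 20 and 20 were. These numbers depend on scaling, as with centred libraries they were 2, 20 and 9 among all genes and 15, 20 and 21 within the list. They also depend on the test. With RPF and RNA matched by lysate they were 0, 0 and 0 among all genes and 0, 15 and 1 within the list. Reads shared between histone copies make values of single members uncertain.

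Selenoproteins incorporate selenocysteine at an internal UGA codon. The RO of 13 selenoprotein genes rose by a median of 0.27 after 24 h at 500 µg/mL (adjusted p = 0.080, camera, higher in 10 of 13 genes), by 0.31 at 2000 µg/mL (adjusted p = 0.019, higher in 11) and by 0.36 after 10 min (adjusted p = 8.1e-05, higher in 12). All 4 library pairs were above 0 in each contrast, from 0.17 to 0.36, 0.17 to 0.30 and 0.33 to 0.54. The block gave adjusted p values of 0.086, 0.015 and 7.8e-05 for the medians of 0.27, 0.31 and 0.36, and centring moved these medians to 0.16, 0.26 and 0.32.

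Chaperones and foldases were examined because misfolded protein induces them. Their RNA (26 genes) rose by a median of 0.05 after 24 h at 500 µg/mL (adjusted p = 0.0095, camera, higher in 19 of 26) and by 0.22 at 2000 µg/mL (adjusted p = 2.8e-15, higher in 21), and it changed by -0.06 after 10 min (adjusted p = 0.54, lower in 20), where the median of all genes was -0.05. Library pairs ranged from -0.00207 to 0.11, from 0.21 to 0.25 and from -0.07 to -0.03. The block gave adjusted p values of 0.0088, 1e-15 and 0.47 for these medians of 0.05, 0.22 and -0.06. RPFs of 20 of these genes rose by medians of 0.24 (adjusted p = 3.8e-05) and 0.41 (adjusted p = 3.3e-11) at 24 h, and by 0.00809 (adjusted p = 0.27) after 10 min. Centring moved these RPF medians to 0.12, 0.36 and 0.04.

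**Figure D3:**
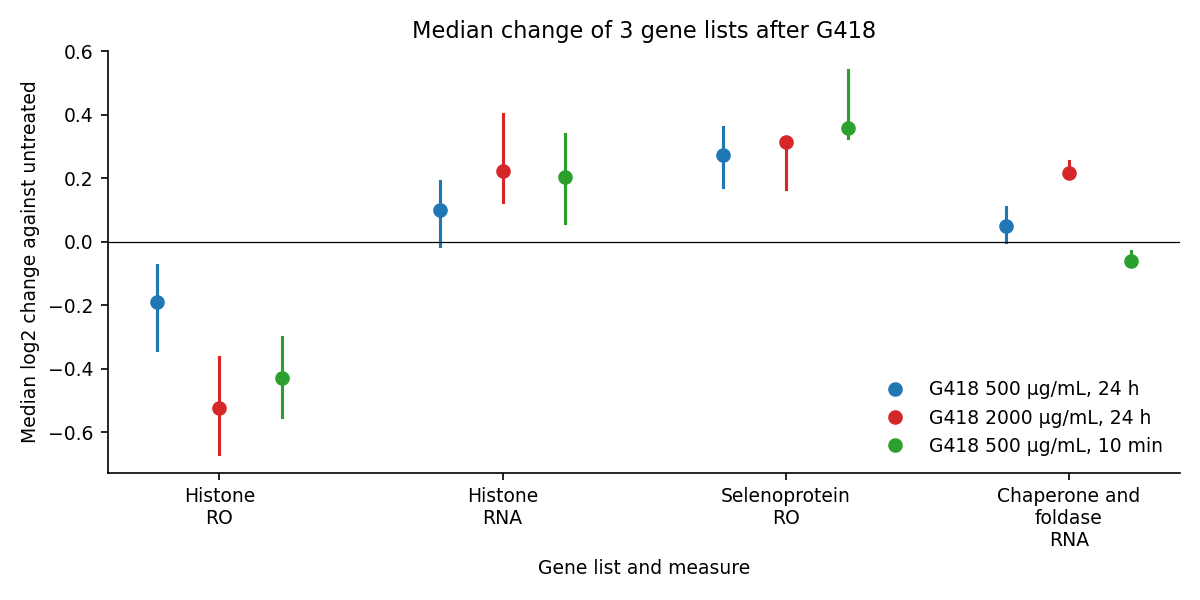
Median log2 change against untreated cells (dots) of 4 combinations of gene list and measure in the 3 G418 treatments, with lines from the lowest to the highest of the 4 pairs of treated and untreated libraries. Histone RO medians lie between -0.52 and -0.19 and stay below 0 when libraries are centred, histone RNA medians lie between 0.10 and 0.22 and selenoprotein RO medians between 0.27 and 0.36 and stay above 0 when centred, and chaperone and foldase RNA is at 0.22 only at 2000 µg/mL.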

Values the study reported

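The study reported Pearson correlations of R > 0.99 between replicate CDS densities and of R > 0.7 between replicate RRTS values. For G418 it reported a 3′UTR ribosome density of 20% of that in the CDS, from windows around the stop codon. In another window it reported that 33% of ribosome density was kept downstream of NTCs and 46% downstream of 3′TCs. It counted over 90% of mRNAs as having an in-frame stop codon in the 3′UTR. In untreated cells, from more deeply sequenced libraries, it reported higher readthrough at UAA than at UAG (p=1.62e-03) and at UGA than at UAG (p=4.84e-07).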

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

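The matched lists used for the histone genes below were chosen before their results were seen, and the tests of library scaling and of reads past the 3′TC were chosen after.

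The first 6 results are differences between time points. At 500 µg/mL of G418, changes after 24 h were compared with changes after 10 min for 3 gene lists, AMD1 and ATF4 in RO and RNA (10 tests with camera or limma, adjusted together), and 6 of them passed. For the lists, camera again treated genes as nearly independent, so those p values do not measure the spread between libraries. The same 6 passed with the replicate block, which leaves the differences as they are (0.22 for histone RO, for example) and was added after the data were seen (adjusted p from 9e-16 to 0.036, and from 0.074 to 0.54 for the other 4). ATF4 RO rose by 1.40 more at 24 h (adjusted p = 5.5e-08). Histone RO fell less at 24 h, by a difference of 0.22 (adjusted p = 4.1e-07), and histone RNA rose less, by a difference of -0.10 (adjusted p = 5.5e-14). Selenoprotein RO rose less at 24 h (difference -0.11, adjusted p = 0.0077). Chaperone and foldase RO rose more by 0.12 (adjusted p = 0.040) and their RNA by 0.066 (adjusted p = 0.0077). AMD1 in RO (0.14, adjusted p = 0.28) and in RNA (-0.14, adjusted p = 0.083), selenoprotein RNA (0.10, adjusted p = 0.14) and ATF4 RNA (-0.04, adjusted p = 0.52) did not pass.

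The scaling of the libraries bears on the size of all 6, because the median gene itself differed between the time points by 0.06 in RO and 0.05 in RNA. With the library medians set equal, the chaperone and foldase differences shrank to 0.032 in RO and 0.00787 in RNA, so most of their size may come from scaling. Scaling moves all genes alike, and the chaperone and foldase lists exceeded the median gene by 0.051 in RO and 0.011 in RNA with either scaling. Camera p values can still change with scaling. In 500 µg/mL for 24 h against untreated cells, centring moved chaperone and foldase RO from an adjusted p of 0.0095 to 0.073 (camera). It moved histone RO from 6.3e-11 to 2.8e-12. The camera tests of 24 h against 10 min were not repeated on centred libraries, so whether these calls hold there is not known. The other 4 differences kept their sign and over 50% of their size: 1.32 for ATF4 RO, 0.14 for histone RO, -0.16 for histone RNA and -0.19 for selenoprotein RO. For the histone genes, which have a short, GC-rich CDS, 10000 lists matched on CDS length and GC content had median differences of 0.045 in RO and 0.058 in RNA, and 16 and 0 of them were as far from this as the histone list. Exchange of reads within the list moves them from one member to another and would not by itself lower RO in 23 of 23 members at both times. Exchange with histone copies outside the list was not tested, and the histone differences cannot be told apart from it. For ATF4, a response that takes longer than 10 min is a candidate explanation that remains, from 2 libraries per group. Readthrough into the 17.2% of the ATF4 CDS that another isoform's 3′UTR covers does not account for the difference, since mean RRTS after 10 min was 1.02 times that after 24 h while ATF4 RO changed by -0.18 and 1.22. Reads shared with other copies of the other genes were not tested.

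The other 3 results are a signal above untreated cells in reads past the first 3′TC, which no comparison above uses. Over 3201 transcripts, ribosome density from the first 3′TC to the end of the 3′UTR was 0.0871% of CDS density in untreated cells (SD 0.00951, n = 2). It was 5.72 times higher after 24 h of G418 at 500 µg/mL (0.499%), 12.4 times higher at 2000 µg/mL (1.08%) and 5.65 times higher after 10 min (0.493%), with no test between groups of 2 libraries. Paromomycin gave 0.216%, a ratio of 2.48. Between the NTC and the 3′TC the density was 13.3% of the CDS after 24 h at 500 µg/mL, against 0.810% in untreated cells. Density past the 3′TC was thus 3.75% of that before it at 500 µg/mL, 5.03% at 2000 µg/mL and 3.82% after 10 min, and 10.8% in untreated cells. The region past the 3′TC can hold further in-frame stop codons, as the 49 in-frame 3′TCs of MZT1 show. These shares are therefore not rates of readthrough of the first 3′TC and cannot be set against readthrough of the NTC. Reads in the 5′UTR, which readthrough of the NTC would not raise, stayed at 3.96% to 3.97% of CDS reads in the G418 groups and 3.95% in untreated cells.

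A candidate explanation is that ribosomes also read through the 3′TC. If so, density past a UGA should exceed that past a UAA. It was 0.668% past UGA and 0.350% past UAA after 24 h at 500 µg/mL, a ratio of 1.91 (permutation p = 1e-05, the smallest the permutations can give; adjusted p = 1.3e-05 over 4 treatments). The ratio was 1.69 at 2000 µg/mL, 2.07 after 10 min and 1.23 in untreated cells (p = 0.17 by permutation), and the density before the same stop codons differed only 1.06-fold at 500 µg/mL. Reads in the first 6 nt of the 3′UTR, which are not part of the RRTS region and are counted here with the rest, would account for 5.80% of the reads past the 3′TC, as estimated from 191 transcripts with no further in-frame stop codon. Frameshifting and reinitiation, which would also place ribosomes there, were not tested here. In deeper libraries the study found that 3′UTR ribosomes mostly kept the CDS frame after G418. It also reported readthrough of 3′TCs, from windows around them.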

How the results depend on the processing

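Alternatives were fixed before the data were examined except the recovered RPF reads, transcripts listed in all libraries, missing entries at 1 RPKM, DESeq2 without independent filtering, and the replicate block for 24 h against 10 min, amikacin against 4 other AGs and RNA of readthrough transcripts, which were added later. For the 64 comparisons, 260 values under alternatives were computed, of which 188 kept their direction and side of the threshold (or moved by less than the spread between replicates), 20 were weaker, 19 stronger, 31 moved and 2 reversed. In 37 of the 64 comparisons none of these values changed. Values with a replicate left out are not among the 260, and some of those changed, as given below. Unless stated, the cause of a change was not tested.

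The test of mean RRTS over 9 treatments kept p between 1e-05 and 5e-05 in all settings with a test, and F ranged from 988 to 2116 over the fits that each left out one replicate. Ratios to untreated cells moved under all these alternatives except where stated, and stayed above 1, although 1 amikacin library fell below the higher untreated library at each of the other read minimums. In the order G418 at 500 µg/mL, G418 at 2000 µg/mL, G418 for 10 min, gentamicin, paromomycin, neomycin, tobramycin and amikacin, they were 8.78, 12.5, 8.56, 2.37, 4.07, 2.03, 1.20 and 1.07 with the lower minimum of CDS reads, 12.8, 20.1, 12.8, 3.05, 5.77, 3.22, 1.44 and 1.11 with the higher minimum, and 92.5, 152, 91.3, 14.7, 30.5, 15.6, 4.24 and 3.32 for the trimmed mean. For the ratio of summed reads they were 16.1, 26.2, 15.6, 3.18, 6.36, 3.26 and 1.59, with amikacin unchanged.

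Stop codon differences in untreated cells were unstable. UGA minus UAA reversed in means to 0.00849 with the lower minimum (adjusted p = 0.12) and 0.00229 with the higher minimum (adjusted p = 0.37; range over its alternatives 0.12 to 0.37), and ranged from -0.0161 to 0.00904 over the fits that each left out one replicate. Its rank statistic, which is what the p values test, did not reverse (area under the curve 0.506, and 0.507, 0.510 and 0.532 under the alternatives). UGA minus UAG passed with the lower minimum (0.0127, adjusted p = 0.030) and with the higher (0.00623, adjusted p = 0.023; range over its alternatives 0.023 to 0.12), and ranged from -0.000328 to 0.0126 when a replicate was left out. UAG minus UAA after 24 h of G418 at 500 µg/mL fell short with the higher minimum (0.0108, adjusted p = 0.056, with a range of 1.3e-05 to 0.056 over its alternatives). With only transcripts that had a readthrough read, 1 of the 9 comparisons for a +4 C passed in untreated cells. After 10 min of G418, 9 of 9 passed with the lower minimum. UGAC against UGAU fell short with the higher minimum (adjusted p = 0.2) and with only readthrough transcripts (adjusted p = 0.16). The untreated libraries held 432 and 548 readthrough reads. With G418 reads thinned to that number, UAG minus UAA passed in 40 of 100 draws, so depth may limit that comparison. UGA minus UAA and UGA minus UAG passed in 100 and 92 of 100, so differences of the same relative size as under G418 would mostly have been seen, at an unadjusted p below 0.05.

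For numbers of genes changed in RPF, fits of only the 2 groups compared called 211 genes for G418 at 500 µg/mL, 102 for 10 min, 1 for gentamicin, 37 for paromomycin and 10 for tobramycin. No filter gave 76 for 10 min, 7 for gentamicin, 51 for paromomycin, 55 for neomycin and 20 for tobramycin. DESeq2 called 79 at 500 µg/mL, 206 at 2000 µg/mL and 2 for tobramycin. All 79 were lower, and after its independent filtering it gave adjusted values for 406 genes. Without that filtering it called 37, 151 and 15 for the G418 treatments, 5 for paromomycin, 8 for neomycin, 2 for tobramycin and 30 for amikacin. With only transcripts listed in all 18 libraries, 59 genes were called for 10 min and 7 for tobramycin, and recovered reads gave 11 for tobramycin. The replicate block left these RPF numbers at 138, 426, 41, 0, 23, 32, 4 and 68.

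For RNA, no filter gave 1 gene at 2000 µg/mL and 0 after 10 min (1082 at an unadjusted p below 0.05), the replicate block gave 27 at 2000 µg/mL, and centring gave 0 after 10 min (650 at an unadjusted p below 0.05). For RO, matching by lysate gave 5, 12 and 3 genes. EdgeR on recovered reads gave 69 at 500 µg/mL, and 56 genes without a filter and 58 with centring were called after 10 min.

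Among gene lists, histone RO at 500 µg/mL ranged from -0.32 to -0.11 when a replicate was left out. Selenoprotein RO at 500 µg/mL passed when matched by lysate (0.27, adjusted p = 0.036, range over alternatives 0.036 to 0.17), and at 2000 µg/mL it fell short without a filter (0.31, adjusted p = 0.051, range 0.0093 to 0.051). Leaving out a replicate gave selenoprotein RO medians from 0.23 to 0.30 at 2000 µg/mL and from 0.29 to 0.45 after 10 min, and chaperone and foldase RNA medians from -0.076 to -0.022 after 10 min.

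For the named transcripts, 46 results had 324 values under alternatives, of which 293 were the same, 30 weaker and 1 reversed. The reversed one was ATF4 RNA at 500 µg/mL, -0.00100 with edgeR on recovered reads. DESeq2 without independent filtering weakened 9 of 18 named RPF changes, matching by lysate 9 of 18 RO changes and no filter 7 of 28 RNA or RO changes. All 46 stayed on their side with the replicate block (138 genes called in RPF at 500 µg/mL), all 18 RPF changes with DESeq2's size factors and all 28 RNA and RO changes with a pseudocount of 0.1.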

Other observations

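The tests of matched lists and of thinned reads below were chosen before their results were seen, and the others after.

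The number of passing stop codon tests in untreated cells was set against their low number of readthrough reads. G418 reads (500 µg/mL, 24 h) were thinned to the untreated number, keeping 4.02% and 4.07% in the 2 libraries, in 100 draws with 1000 permutations each. UGA against UAA still had a permutation p below 0.05 in 100 of 100 draws and UGA against UAG in 92 of 100, so the number of reads alone would mostly not hide differences of the same relative size as under G418. Thinning also shrinks the absolute differences, so smaller relative differences remain untested, and these p values are not adjusted. UAG against UAA passed in 40 of 100, so for that comparison too few reads remain a possible explanation.

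The untreated permutation test of UGA against UAG gave p = 0.14, and 0.025 and 0.017 with the lower and the higher minimum of CDS reads. These are higher than the value quoted from the study above. For UAG against UAA in untreated cells the permutation test gave p = 0.48. That is higher than the value quoted from the study above. Ribosome density between the NTC and the 3′TC was 13.3% of CDS density after 24 h of G418 at 500 µg/mL. That is lower than both values quoted from the study above for density downstream of the NTC. As a mean over transcripts (RRTS) it was 22.1%, which lies between them, so the direction depends on how transcripts are summarized. Density past the 3′TC was 3.75% of that before it in the same treatment. That is lower than the value quoted from the study above. The quoted densities come from windows around stop codons and the ones here from whole regions, and the quoted tests come from deeper libraries, so these measures are not defined alike. For the 3′TC, the study left out transcripts with another in-frame stop codon in its window. The whole regions here can cross several, which lowers the density past the 3′TC.

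Untreated scores may include 3′UTR reads that do not follow CDS density. Mean RRTS in the third of transcripts with the fewest CDS reads was 1.86 times that in the third with the most in untreated cells, against 1.20, 1.17 and 1.29 times in the G418 treatments. Of 611 transcripts with a readthrough read in untreated cells, 432 had exactly 1, and 1-read transcripts held 77.1% of the summed score. A background of this kind would make the ratios to untreated cells lower bounds, which is a hypothesis. In its deeper libraries, the study found no preferred reading frame among 3′UTR reads of untreated cells. After G418 these reads kept the frame of the CDS. Untreated scores may therefore be largely other than in-frame readthrough, and reading frame was not examined here.

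Genes with a higher RO in at least 1 G418 treatment (187 with annotation, against 6153 others, 97.9% of those tested) differed from the others in 3 annotated features. The 3′UTR of another isoform covered at least 10% of the CDS in 20.9% of them and 12.1% of the others (odds ratio 1.92, adjusted p = 0.0028, Fisher's exact test). An upstream open reading frame that a single stop codon separates from the CDS was present in 12.3% and 7.52% (odds ratio 1.72, adjusted p = 0.024), and any upstream open reading frame in 39.6% and 30.3% (odds ratio 1.51, adjusted p = 0.012). Part of the RO rises may therefore be readthrough of an upstream stop codon counted as CDS translation. As most of the 187 genes had neither of the first 2 features, these cannot account for all of them.

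Short length and GC content do not account for the histone changes. Lists matched on both had median RO changes of 0.11, -0.026 and 0.080 at 500 µg/mL, at 2000 µg/mL and after 10 min, and median RNA changes of 0.00272, 0.016 and -0.047, and 0 of 10000 lists were as extreme as the histone list in each of these 6 cases. Exchange of reads with histone copies outside the list was not tested.

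In 8 RPF libraries the deposited counts were 1 read short, which could have shifted calls. Of the 135 genes called at 500 µg/mL for 24 h, 133 were also called on reads recovered from RPM. At 2000 µg/mL 402 of 422 were, after 10 min 36 of 39, with neomycin 30 of 30 and with amikacin 65 of 68. Some calls were added: recovered reads called 11 genes with tobramycin, against 4, and 30 with paromomycin, against 23.

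Readthrough could destabilize mRNAs. At 2000 µg/mL for 24 h the 2 genes called lower in RNA were AMD1 (-0.56) and PFN1 (-0.53, both adjusted p = 0.0037, limma). For AMD1, the study raised decay triggered by ribosomes that read through as a possible cause. PFN1 ends in UGAC and has no recorded distance to an in-frame 3′TC. Loss of single mRNAs therefore remains possible, while the lists of transcripts tested showed no general fall at this concentration. The median RNA change of 408 transcripts with no in-frame 3′UTR stop codon differed from that of other transcripts by -0.028 (adjusted p = 0.82 without and with the replicate block, camera), and that of 718 transcripts with the highest RRTS by 0.00594 (adjusted p = 0.90, and 0.94 with the block).

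Amikacin changed more genes in RPF (68) than the AGs with higher RRTS other than G418. Since all contrasts share the untreated libraries, amikacin was also compared with gentamicin, paromomycin, neomycin and tobramycin together (4 groups). That called 160 genes, among them 46 of the 68 (67.6%), all in the same direction, so the untreated libraries alone do not account for most of these calls. With the replicate block 161 genes were called, 157 of them also called without it, and 46 of 68 were again in both. Genes chosen after their values were seen were ATF4 (1.35, adjusted p = 5.4e-06, edgeR), HSPA1A (-1.01, adjusted p = 9.1e-09, edgeR) and 63 ribosomal protein genes, whose median RPF change was -0.30 (lower in 60 of 63, 32 called lower). Some of these changes were also called with other AGs. With paromomycin ATF4 changed by 0.90 (adjusted p = 0.028, edgeR) and HSPA1A by -0.51 (adjusted p = 0.017), and with neomycin HSPA1A changed by -0.55 (adjusted p = 0.0021), whereas it rose by 0.38 with G418 at 2000 µg/mL (adjusted p = 0.0097). Amikacin still differed from the 4 other AGs together in ATF4 (0.91, adjusted p = 2.6e-07, edgeR) and HSPA1A (-0.75, adjusted p = 9.3e-08), and the ribosomal protein median by -0.21. The ribosomal protein median was also below 0 with paromomycin (-0.20), neomycin (-0.15), gentamicin (-0.03) and 24 h of G418 (-0.18 and -0.07), and above 0 with tobramycin (0.11) and 10 min of G418 (0.12). No RNA-seq library of amikacin was analysed here, so changes in mRNA and in translation cannot be told apart. No biological explanation was tested.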
